A study of Homo sapiens with 12 samples.

How the data were processed

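RNA was measured by sequencing in 12 cultures of A375, an established human melanoma cell line. The cultures formed 4 groups of 3 replicates: wild-type or MAPKAPK2-knockout cells, each kept for 48 h with 500 nM JQ1 or with DMSO. The sample titles call the cultures without drug untreated, while their treatment field says DMSO; the treatment field was followed. Per the labels' protocols, ribosomal RNA was depleted from total RNA and strand-specific (directional) libraries were prepared. Each table column was assigned to a sample by its name, and groups were taken from the genotype and treatment labels.

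The authors deposited a table of estimated counts, which are read counts per gene symbol that need not be whole numbers. It held 56609 symbols, of which 14228 were at 0 in all 12 libraries after rounding. Neither the labels nor the tables name the aligner, the counting tool, the genome build or the annotation, so no genomic coordinates are printed. Whether the counting used the strand is likewise not stated. Genes that overlap, antisense genes and members of near-identical families are therefore uncertain, because reads can be split among them.

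The authors' other deposited table holds a normalized signal for 32828 genes. Its values equalled the rounded count divided by a factor specific to the gene and the library. Its median over genes ran from 0.817 to 1.22 across libraries. The genes kept were those with summed rounded counts of at least 10, and the most summed counts of a gene left out were 9. The tool that made this signal is not named in the deposited tables, and the signal was used only in alternative analyses.

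For this work the estimated counts were rounded to whole numbers. Testing was planned for raw counts, and rounding was the change the unit required. Genes with low counts were removed with edgeR's filterByExpr over the 4 groups, which left 21698 genes holding 99.9% of the counts of each library. Libraries were scaled with TMM, whose factors ran from 0.926 to 1.06. All 12 libraries entered a single model with a term per group, fitted with edgeR's quasi-likelihood functions (edgeR 4.0.16, limma 3.58.1, R 4.3.3). P-values were adjusted by Benjamini-Hochberg over the tested genes, with a threshold of 0.05. Sharing one estimate of spread per gene across all groups was chosen because 3 replicates estimate a spread poorly; it also lets a noisy library in one group widen the spread used for the others. Each standard error (SE) was the absolute log2 fold change divided by the square root of the F statistic. Fold changes in the tests used edgeR's prior count of 0.125. CPM are counts per 1000000 of the TMM-scaled library.

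There were 5 contrasts: JQ1 against DMSO in each genotype, knockout against wild type in each treatment, and their difference (the interaction). The JQ1 responses of the genotypes were compared by Pearson's r across genes, on log2 fold changes with a prior count of 2; the slope and the correlation of the knockout and JQ1 effects used the 0.125 of the tests, and the version of that correlation with separate controls used log2 CPM with a prior count of 2. The relative size of the JQ1 responses was the slope of the major axis over genes whose average JQ1 effect passed 0.05, a selection balanced between the genotypes. SEs of these values came from a jackknife over libraries. The knockout effect and the JQ1 effect share the wild-type DMSO libraries, and 20 simulations of unchanged groups against those controls gave the correlation that sharing alone makes where nothing changes.

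Gene lists were BET inhibitor-induced genes (9), mitogen-activated protein kinase (MAPK) pathway output genes (10), mRNAs with AU-rich elements (25) and transcription cycle genes (39). They came from general knowledge. The lists, the rule for naming genes and the first set of alternative analyses below were written before the data were examined. The lists were tested in 3 contrasts with camera at a preset inter-gene correlation of 0.01 and with fry beside it, both two-sided, with Benjamini-Hochberg adjustment over the 12 tests. Newer histone symbols were matched to the older ones of the tables through Ensembl identifiers. HEXIM1 belongs to both the BET list and the transcription cycle list.

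The genes named were fixed by a rule. Genes always named included MAPKAPK2, MAPKAPK3, MAPKAPK5, MAPK14, HSPB1, BRD2, BRD3, MYC and HEXIM1. To these were added, per contrast, the 3 genes with the largest rise and the 3 with the largest fall past the threshold. Those genes needed a mean of at least 5 CPM in a group compared and no overlap between replicates; for the interaction, the direction had to hold with each library left out. From each list, up to 3 genes with the smallest adjusted p per contrast were added. Other genes are named as chosen after their values were seen.

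Chromosome, gene order, gene type, GC content and transcript length came from GENCODE release 29 by symbol only, because the authors' build is not stated. That release matched 54811 of the symbols (96.8%), and 21157 of the tested genes (97.5%) had GC content and length.

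The same functions were tested on simulated counts drawn from the real means, library sizes and dispersions. Of 200 genes changed by 0.5 to 2 on the log2 scale in each contrast, 83.0% were recovered for the drug, 81.5% for the knockout and 63.0% for the interaction. Of the calls made there, 5.68%, 2.82% and 4.51% were false. These steps ran on 21104 simulated genes. The changed genes were drawn only from the more highly expressed ones, so the recovered shares do not hold for genes with low counts. A simulated slope of 0.8 over 200 genes came back as 0.795.

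The first set of alternative analyses held DESeq2's size factors, library totals only, no low-count filter, a filter of at least 10 counts in every sample, the replicate number as a block, DESeq2 1.42.0's Wald test, limma on log2 of the authors' normalized signal plus 1, fitting only the groups compared, other thresholds, other correlation measures and gene selections, ordinary least squares for the slope, camera's estimated correlation, and leaving out each library in turn. Alternatives added afterwards were the authors' factors as offsets, per-library trends on GC content and transcript length as offsets, leaving out MAPKAPK2 with the genes distal to it on chromosome 1, non-overlapping controls, and a prior count of 0.125 for the similarity. Figures were drawn with matplotlib 3.10.9.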

Results

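The series asked how loss of MAPKAPK2, the gene of the stress-activated kinase MK2, affects the response to inhibitors of BET bromodomain proteins. JQ1 is such an inhibitor; it displaces BET proteins from acetylated chromatin. A375 melanoma cells, unedited or with MAPKAPK2 knocked out by CRISPR/Cas9, were exposed to 500 nM JQ1 or to DMSO for 48 h, with 3 replicates in each of the 4 groups. The 12 libraries held between 25316600 and 34594000 estimated counts (mean 30188800 ± 3281350, SD, n = 12), and between 31252 and 34075 genes had at least 1 count. Mean depth was 30922900 ± 4062210 in wild-type DMSO, 31844900 ± 3220150 in wild-type JQ1, 28880200 ± 1577380 in knockout DMSO and 29107000 ± 4540310 in knockout JQ1 (SD, n = 3 each). The 4 noncoding RNAs RN7SK, RN7SL1, RN7SL2 and RMRP together held from 9.42% to 14.6% of the counts of a library.

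Libraries separated by drug along the first principal component (38.3% of the variance) and by genotype along the second (17.1%). No libraries were identical. The chi-square statistic per degree of freedom between replicates ran from 3.5 to 8.04, where sampling noise alone gives 1, in every pair without knockout JQ1 replicate 3. That library differed more from its replicates, with 27.9 against replicate 1 and 29.5 against replicate 2, and it lay apart on the third component (7.42%). It had the highest share of counts in the 4 noncoding RNAs (14.6%). It was kept in all comparisons, and counts without it are given for the contrasts it moved most.

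The targeted gene was examined first. MAPKAPK2, on chromosome 1, was at 89.6 ± 2.20 CPM in wild-type DMSO, 117 ± 4.31 CPM in wild-type JQ1, 12.4 ± 1.15 CPM in knockout DMSO and 14.4 ± 1.61 CPM in knockout JQ1 (SD, n = 3 each). The 6 knockout libraries held between 311 and 497 counts of it, and the 6 wild-type libraries between 2483 and 3805. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the knockout was lower by a log2 fold change of -2.85 (SE 0.09, adjusted p 3.60e-11) in DMSO and of -3.02 (SE 0.09, adjusted p 1.54e-11) in JQ1. Knockout libraries kept 13.9% ± 1.29 of the wild-type level in DMSO and 12.3% ± 1.37 in JQ1 (SD, n = 3). Across 23 alternative analyses the log2 fold change ran from -2.90 to -2.75 in DMSO and from -3.09 to -2.92 in JQ1.

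**Figure D1:**
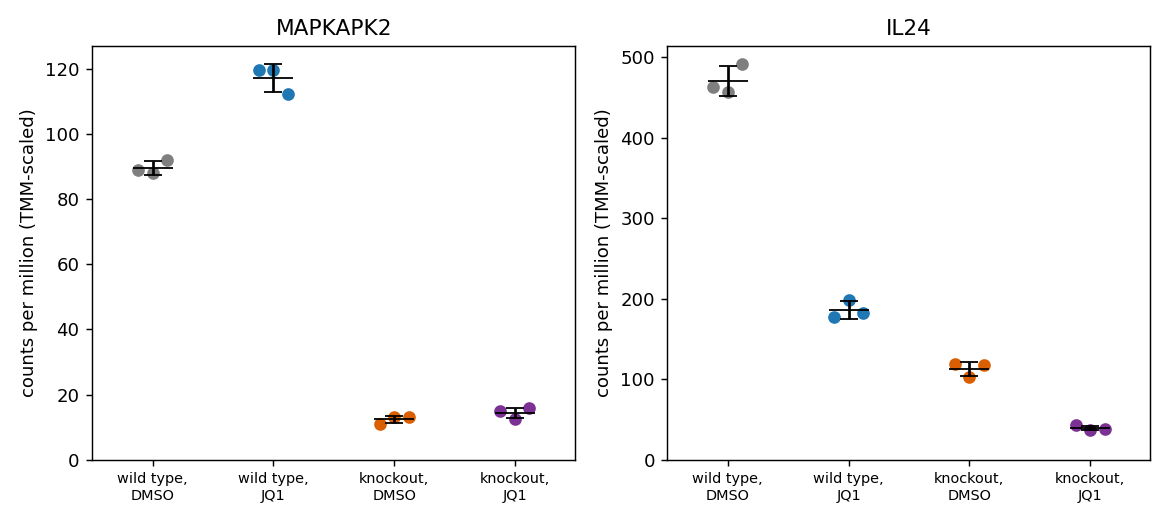
CPM (linear axes, from 0) of MAPKAPK2 and of IL24, the next expressed gene on its distal side and chosen after its values were seen, in each library (points) with the mean and SD of 3 replicates (bars). MAPKAPK2 averaged 12.4 and 14.4 CPM in the knockout groups against 89.6 and 117 CPM in wild type, and IL24 was also lower in every knockout library than in the wild-type libraries of the same treatment.

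The drug was compared with DMSO in wild-type cells. Of 21698 genes tested with edgeR's quasi-likelihood test, 7187 passed an adjusted p of 0.05, 3665 of them higher and 3522 lower with JQ1. An absolute log2 fold change of at least 1 was reached by 1413, of which 329 were higher and 1084 lower. Among alternatives that kept the threshold, the number ran from 5647 (without wild-type JQ1 replicate 1) to 8754 (a first version of GC and length offsets). The balance of directions depended on the scaling: with library totals only, 2298 genes were higher and 5368 lower. That scaling shifted the median log2 fold change of all tested genes by -0.13 here and by -0.12 in knockout. With the first version of the GC and length offsets, 5653 were higher and 3101 lower. Their later version gave 4228 higher and 4293 lower, close to the balance of the main fit.

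The largest rises under the naming rule were TBX10 (log2 fold change 3.77, SE 0.22, adjusted p 1.42e-08; 1.02 ± 0.252 CPM in DMSO and 14 ± 2.31 CPM in JQ1), ANGPTL4 (3.26, SE 0.15, adjusted p 1.66e-09) and WNT9A (3.17, SE 0.24, adjusted p 2.03e-07). The largest falls were HGF (-5.82, SE 0.16, adjusted p 9.55e-12), from 24.7 ± 0.894 to 0.431 ± 0.0194 CPM, ABCA6 (-5.19, SE 0.32, adjusted p 2.4e-08) and LINC00326 (-4.65, SE 0.12, adjusted p 3.68e-12). The values are means ± SD of 3 replicates, from the edgeR fit. WNT9A lies in the part of chromosome 1 distal to MAPKAPK2, where expression was lower in the knockout.

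In knockout cells 7472 genes passed the threshold, 3616 higher and 3856 lower with JQ1, and 1609 reached an absolute log2 fold change of 1 (376 higher and 1233 lower). Fitting only the groups compared gave 5715 genes in knockout and 8740 in wild type, so the order of the counts depended on the fit. With library totals only, 2409 were higher and 5250 lower. The first GC and length offsets gave 5475 higher and 3545 lower, and those specified again gave 4286 higher and 4508 lower. Under the naming rule TBX10 (4.35, SE 0.30), ANGPTL4 (3.78, SE 0.18) and UCN2 (2.30, SE 0.14) rose most, and HGF (-5.45, SE 0.17), LAD1 (-4.57, SE 0.25) and LINC00326 (-4.28, SE 0.11) fell most. The adjusted p of these 6 genes by the edgeR test ran from 4.87e-12 for LINC00326 to 4.9e-08 for TBX10. UCN2 went from 14.8 ± 1.84 to 72.6 ± 16.2 CPM and LAD1 from 7.25 ± 0.229 to 0.293 ± 0.185 CPM (SD, n = 3).

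The 2 responses to JQ1 share no libraries. They had 5475 called genes in common, of which 5463 changed in the same direction. Across the tested genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.737 (jackknife SE 0.0160). It was 0.526 with no low-count filter and 0.909 among genes with a mean of at least 5 CPM. Over the 9921 genes whose average JQ1 effect passed the threshold, the slope of the knockout response on the wild-type response was 1.11 (jackknife SE 0.0414). Leaving out each library in turn gave slopes from 1.03 to 1.22, and ordinary least squares, which attenuates a slope when its x values carry error, gave 0.959. The major axis takes the error of both responses as equal, and tends to overstate the slope where the knockout values carry more. Knockout JQ1 replicate 3 differed most from its replicates, so whether the response was larger in knockout was not settled. A response score per library averaged 0.848 ± 0.0126 in wild type and 0.907 ± 0.0275 in knockout (SD, n = 3 each). All 3 knockout libraries scored above all 3 wild-type libraries, with a two-sided exact permutation p of 0.1, the smallest that 3 against 3 can give. That design cannot pass 0.05. Each score was taken against the mean of the 3 DMSO libraries of its genotype, so the scores of a genotype share the error of that mean. The SD and the permutation leave this error out, and the separation can come in part from the DMSO libraries.

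**Figure D2:**
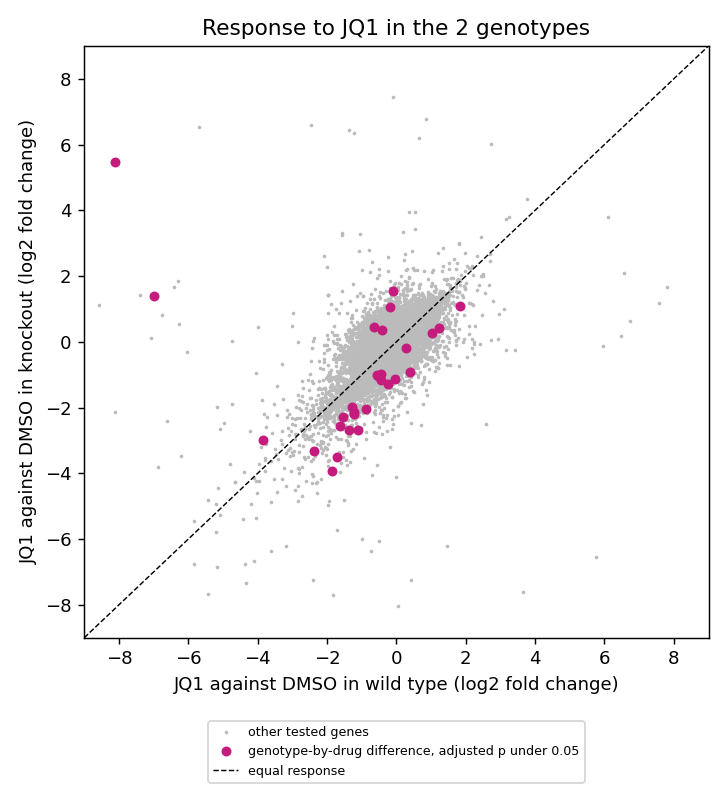
Log2 fold change of JQ1 against DMSO in knockout (y axis) against that in wild type (x axis) for the 21698 tested genes, with the 29 genes whose response differed between genotypes (adjusted p under 0.05) in colour and the line of equal response dashed. Most genes lie along the line (Pearson's r 0.737 with a prior count of 2; the plotted fold changes, with the smaller prior count of the tests, give 0.661). AC130304.1 and AC093525.2, the 2 coloured points at the far left, averaged at most 1.13 and 0.716 CPM in any group and were singled out after their values were seen.

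The knockout was next compared with wild type without the drug. By the edgeR test, 1718 genes passed the threshold, 754 higher and 964 lower, and 425 reached an absolute log2 fold change of 1 (83 higher and 342 lower). The number depended strongly on the analysis. It was 2877 (1527 higher and 1350 lower) with GC and length offsets and 3549 (2432 higher and 1117 lower) with their first version, 2619 when only the groups compared were fitted, and 516 higher against 1158 lower with library totals only. It was 2650 without knockout JQ1 replicate 3, a library outside the contrast that enters through the shared spread, and 1092, 1102 and 1096 without knockout DMSO replicate 3, wild-type DMSO replicate 1 or wild-type DMSO replicate 2.

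Under the naming rule AC116565.2 (3.16, SE 0.23, adjusted p 7.69e-07), TRIM51 (2.45, SE 0.15, adjusted p 1.37e-07) and TAC1 (2.33, SE 0.15, adjusted p 1.61e-07) rose most by the edgeR test. TRIM51 went from 2.45 ± 0.341 CPM in wild type to 13.4 ± 0.752 CPM in knockout (SD, n = 3). The largest falls under that rule were in GAGE1, GAGE12C and GAGE12D, near-identical genes of a family on chromosome X among which the counting could split reads, so their single values are uncertain. GAGE1 had 0 counts in all 6 knockout libraries and was at least 71.5-fold lower in DMSO, where wild type averaged 7.53 ± 0.759 CPM. GAGE12C and GAGE12D had the same count in each of the 12 libraries and fell by 5.86 on the log2 scale (adjusted p 1.83e-09).

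Under JQ1, 1860 genes differed between knockout and wild type by the edgeR test, 653 higher and 1207 lower, and 449 reached an absolute log2 fold change of 1 (85 higher and 364 lower). The number was 3084 with GC and length offsets (1426 higher and 1658 lower), 3331 with their first version (1975 higher and 1356 lower) and 922 when only these 6 libraries were fitted. It was 1223 without wild-type JQ1 replicate 2. GAGE12G (3.74, SE 0.74, adjusted p 0.00462), LINC01297 (3.55, SE 0.19, adjusted p 1.82e-08) and the pseudogene AC116533.1 (2.94, SE 0.79, adjusted p 0.0318) were the largest rises under the naming rule. The calls of GAGE12G and AC116533.1 did not pass with DESeq2 (adjusted p 0.307 and 0.210), and AC116533.1 also failed when only the groups compared were fitted (0.121) and without knockout JQ1 replicate 3 (0.0618), wild-type JQ1 replicate 1 (0.0774) or wild-type JQ1 replicate 2 (0.123). GAGE12G belongs to the same near-identical family as GAGE1. GAGE1 (at least 72.0-fold lower), LINC01608 (-5.76, SE 0.37) and GAGE12C (-5.52, SE 0.24) fell most under it. Of the knockout calls in DMSO, 949 were also called in JQ1, 947 of them in the same direction.

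The lower calls were concentrated on chromosome 1. Genes distal to MAPKAPK2, by gene order in GENCODE, made up 1.38% of the tested genes, yet 128 of the 964 lower calls in DMSO (13.3%) and 138 of the 1207 in JQ1 (11.4%). This comparison was chosen after the values were seen. Without MAPKAPK2 and these genes, 1543 calls were left in DMSO and 1636 in JQ1.

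**Figure D3:**
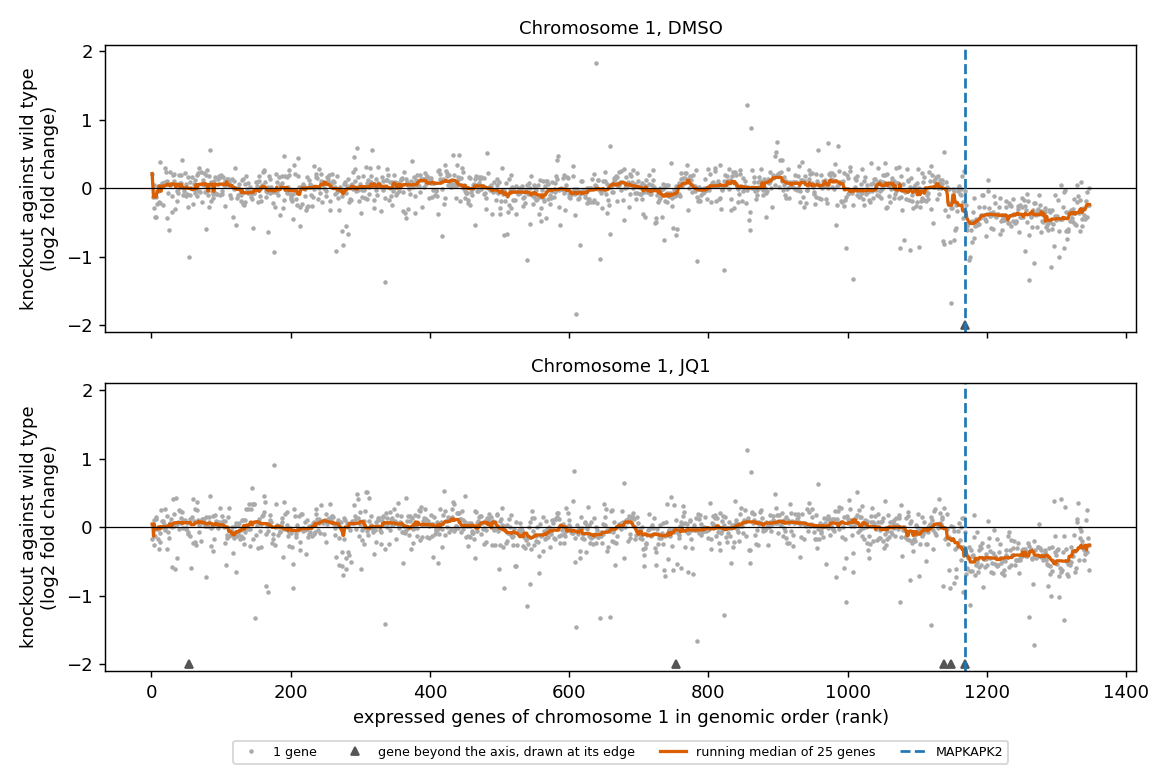
Log2 fold change of knockout against wild type for each expressed gene of chromosome 1 in genomic order, in DMSO (top) and JQ1 (bottom), with a running median of 25 genes (line) and the place of MAPKAPK2 (dashed); triangles are genes beyond the axis. The 179 genes distal to MAPKAPK2 had a median of -0.39 in DMSO and -0.42 in JQ1, and the 1168 proximal ones 0.01 and 0.00.

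Whether the knockout alone moved genes as the drug does was asked with the contrasts in DMSO and in wild type. Pearson's r across genes was 0.261 (jackknife SE 0.0150), and of 1000 genes called in both, 63.9% changed in the same direction. These contrasts share the wild-type DMSO libraries, and simulated unchanged groups against the same controls gave an r of 0.493 ± 0.0175 (SD over 20 simulations). That value holds for groups without real changes and sets no level for contrasts that have them. With the wild-type DMSO libraries divided between the contrasts, r was 0.0915, on log2 CPM with a prior count of 2 and so not strictly comparable. Its spread was not computed, and whether the knockout and JQ1 effects are alike beyond the shared controls was left open.

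The interaction asked whether the response to JQ1 differed with the genotype. By the edgeR test 29 genes passed the threshold, 7 with a more positive and 22 with a more negative response in knockout, and 1817 had an unadjusted p under 0.05. The count ran from 6 at an adjusted p of 0.01 to 236 with no low-count filter, and was 154 with DESeq2, 169 with GC and length offsets and 88 without knockout JQ1 replicate 3. With each of the other 11 libraries left out it lay between 8 and 33. Among genes that met the naming rule, with its minimum of 5 CPM, the responses of LINC01297 (1.64, SE 0.25, adjusted p 0.0191), TMEM178B (1.24, SE 0.20, adjusted p 0.0239) and AC245060.5 (1.10, SE 0.17, adjusted p 0.0208) were the most positive. Those of VAV3 (-2.06, SE 0.31, adjusted p 0.0182), PCDH15 (-1.81, SE 0.24, adjusted p 0.00838) and the antisense gene GAS6-AS1 (-1.58, SE 0.25, adjusted p 0.0208) were the most negative. AC130304.1 and AC093525.2, below that minimum and named after their values were seen, had more positive fitted differences. The naming rule required the direction of the 6 named genes to hold with 1 library left out at a time, so that is no separate test. The VAV3 call was lost without knockout DMSO replicate 3 (0.0587), wild-type DMSO replicate 2 (0.05005) or wild-type JQ1 replicate 1 (0.0615), and the AC245060.5 call without knockout JQ1 replicate 2 (0.0550), wild-type DMSO replicate 3 (0.0580), wild-type JQ1 replicate 1 (0.0599) or wild-type JQ1 replicate 3 (0.0580). The LINC01297 call was lost without each of knockout DMSO replicate 2, knockout DMSO replicate 3, wild-type DMSO replicate 2, wild-type DMSO replicate 3, wild-type JQ1 replicate 1 and wild-type JQ1 replicate 2 in turn (adjusted p 0.0579 to 0.0816). The TMEM178B call was lost without each of knockout DMSO replicate 2, knockout DMSO replicate 3, knockout JQ1 replicate 1, wild-type DMSO replicate 1, wild-type DMSO replicate 2, wild-type DMSO replicate 3, wild-type JQ1 replicate 1, wild-type JQ1 replicate 2 and wild-type JQ1 replicate 3 in turn (adjusted p 0.0579 to 0.110). The GAS6-AS1 call was lost without each of knockout DMSO replicate 2, knockout DMSO replicate 3, knockout JQ1 replicate 2, wild-type DMSO replicate 2, wild-type DMSO replicate 3, wild-type JQ1 replicate 1, wild-type JQ1 replicate 2 and wild-type JQ1 replicate 3 in turn (adjusted p 0.0553 to 0.0816). That of PCDH15 held in those fits and was lost with the authors' factors (adjusted p 0.0830) and in limma on their normalized signal (0.0513), where TMEM178B was lost as well (0.0513). The strand use of the counting is not stated, so GAS6-AS1 is uncertain. Among the 22 genes with a more negative response, 17 had a negative fitted log2 fold change with JQ1 in both genotypes. That count goes by sign alone and includes STRA6, at -0.03 in wild type and -1.14 in knockout. Of the 29 genes, 16 also differed between genotypes in DMSO.

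**Figure D4:**
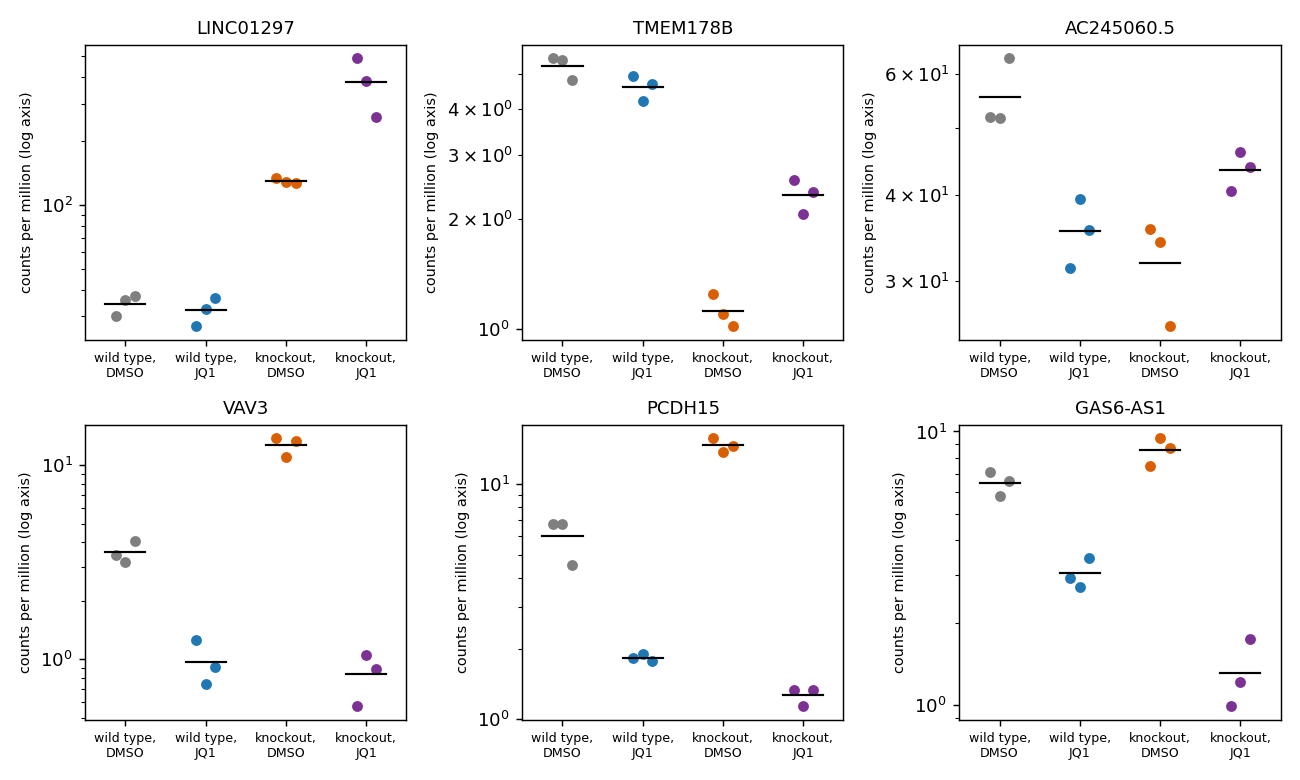
CPM (log axes) of the 6 genes with the largest genotype difference in the JQ1 response under the naming rule, per library (points) with group means (lines, n = 3). VAV3 averaged 3.57 and 12.7 CPM in wild-type and knockout DMSO and 0.972 and 0.837 CPM with JQ1; the log2 difference in response was -2.06.

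Gene lists were tested with camera, with Benjamini-Hochberg adjustment over 12 tests. BET inhibitor-induced genes were higher with JQ1 in wild type (adjusted p 0.00103; 8 of 9 higher, median log2 fold change 0.17); 4 passed over all genes tested and 4 adjusted over the list alone. Among them H1F0 rose by 1.17 (SE 0.06, adjusted p 3.53e-09), HEXIM1 by 0.79 and SERPINI1 by 1.23 (SE 0.28, adjusted p 0.00347), while ZCCHC24 (0.17, adjusted p 0.190) and 4 of the histone genes did not pass. MAPK pathway output genes were higher with JQ1 (adjusted p 0.0107; 8 of 10 higher, median 0.19); 6 passed over all genes (5 higher and 1 lower) and 7 adjusted over the list alone, among them CCND1 (0.71), DUSP4 (0.54) and DUSP6 (0.27). Transcription cycle genes were higher (adjusted p 0.0294; 29 of 39 higher, median 0.14); 15 passed over all genes (14 higher and 1 lower) and 17 adjusted over the list alone, with NELFB at 0.40 and SUPT6H at 0.32. These 3 calls held under fry, but with camera's estimated correlation none of them passed (0.0934, 0.420 and 0.0934). The AU-rich list did not differ as a whole (0.522), although 13 of its 22 tested genes passed, 5 higher and 8 lower; CXCL1 fell by 1.86 and IL11 and FOS rose by 1.63 and 0.95.

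In the knockout without drug, the AU-rich element list was lower (camera adjusted p 6.01e-11, fry adjusted p 2.28e-05). Of its 22 tested genes, 19 were lower, with a median log2 fold change of -0.54, also with CCL2 at its lower bound; IL6, CSF2 and PLAU had too few counts to be tested. There were 11 calls over all genes and 14 adjusted over the list alone, all lower. CXCL8 went from 30.9 ± 1.97 to 8.21 ± 0.734 CPM (SD, n = 3; log2 fold change -1.91, SE 0.13, adjusted p 2.35e-07) and CXCL1 from 8.34 ± 0.509 to 3.11 ± 0.165 CPM (-1.42, SE 0.18, adjusted p 1.27e-04). CCL2 was at least 10.2-fold lower, from 1.08 ± 0.203 CPM. Camera's adjusted p of this list stayed under 0.05 in the 23 alternatives run, fry and the estimated correlation included, from 1.36e-11 to 0.0107. The other lists did not pass in this contrast: MAPK output 0.0647, transcription cycle 0.494 and BET-induced 0.795. MAPK output passed without knockout DMSO replicate 3 (0.0253), knockout JQ1 replicate 3 (0.0135) or wild-type DMSO replicate 1 (0.0249), and the direction of the BET-induced list changed without knockout DMSO replicate 3 (0.961) or wild-type DMSO replicate 2 (0.977). Single genes nevertheless differed. Of the MAPK output genes 6 passed over all genes, 4 lower (SPRY4 at -0.41, DUSP4 at -0.41, PHLDA1 at -0.35 and CCND1 at -0.32) and 2 higher (EPHA4 at 0.36 and DUSP6 at 0.20). Of the transcription cycle genes 4 passed, 2 lower (ELL2 at -0.49 and AFF1 at -0.38) and 2 higher (NELFCD at 0.40 and NELFE at 0.33); those of them outside the naming rule were named after their values were seen. The AFF1 call was lost without knockout DMSO replicate 1 (0.0961), knockout DMSO replicate 3 (0.0593), wild-type DMSO replicate 2 (0.110) or wild-type DMSO replicate 3 (0.0672). HIST1H2BJ (-0.22, adjusted p 0.0600), EPHA2 (-0.25, adjusted p 0.175) and RTF1 (0.18, adjusted p 0.0673) passed only when adjusted over their own list alone. EPHA2 and RTF1 were named after their values were seen.

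**Figure D5:**
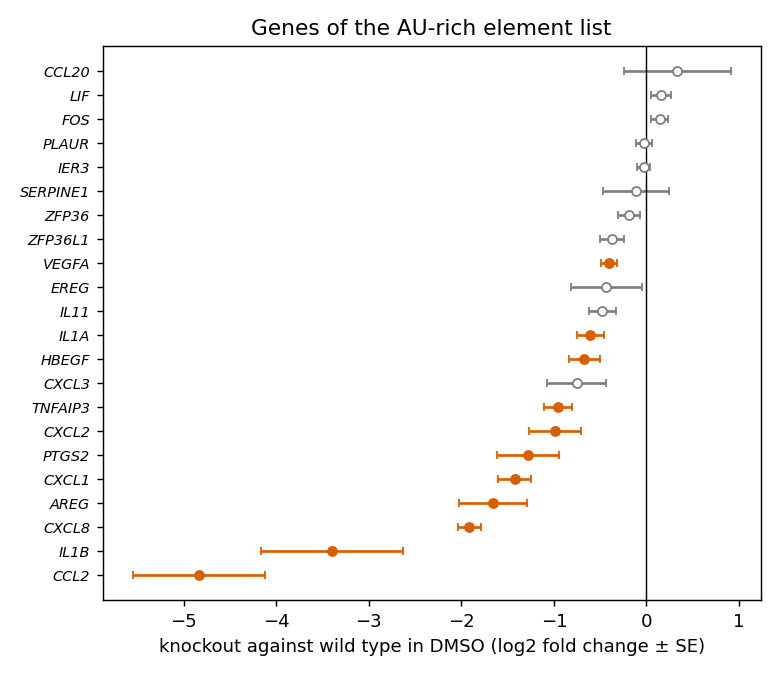
Log2 fold change (± SE) of knockout against wild type in DMSO for the 22 tested genes of the AU-rich element list; filled points passed an adjusted p of 0.05 over all genes. Lower in the knockout were 19 of the 22, and 11 passed; the fitted values of low genes such as CCL2 depend on the prior count.

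No list passed in the interaction (BET-induced 0.0745, MAPK output 0.0551, AU-rich 0.405, transcription cycle 0.494). The MAPK output list passed in some alternatives, down to 0.00433 with GC and length offsets, and without knockout DMSO replicate 3 (0.0194), knockout JQ1 replicate 1 (0.0190) or 2 (0.0419), wild-type DMSO replicate 1 (0.0204), or wild-type JQ1 replicate 1 (0.0437) or 2 (0.0178). The BET-induced list passed without knockout DMSO replicate 3 (0.0363) or knockout JQ1 replicate 3 (0.0135). DUSP4 (0.40) and CCND1 (0.28) passed adjusted over the list alone and not over all genes (adjusted p 0.203 and 0.243), and CXCL8 (-0.98, adjusted p 0.0972) was the 1 gene of the AU-rich list to do so.

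The genes fixed in advance gave these values by the edgeR test. HEXIM1 rose with JQ1 by 0.79 (SE 0.06, adjusted p 4.11e-07) in wild type and by 0.78 (SE 0.06, adjusted p 3.92e-07) in knockout, an interaction of -0.01. MYC did not pass with JQ1 in wild type (-0.14, SE 0.11, adjusted p 0.352) or knockout (-0.27, SE 0.11, adjusted p 0.0601); in knockout it passed in 7 alternatives, among them without knockout JQ1 replicate 3 (-0.41, adjusted p 0.00247). In wild type it passed with GC and length offsets (-0.23, adjusted p 0.0449). It was higher in knockout than in wild type in DMSO (0.50, SE 0.11, adjusted p 0.00835), at 14.9 ± 0.920 against 10.6 ± 0.317 CPM, and did not pass in JQ1 (0.37, SE 0.11, adjusted p 0.0515). HSPB1 fell with JQ1 by 0.43 in wild type (adjusted p 0.00525) and by 0.89 in knockout (adjusted p 1.32e-05), and MAPKAPK3 fell by 0.47 (adjusted p 5.9e-04) and by 0.89 (adjusted p 1.78e-06). Neither difference between genotypes passed as an interaction (adjusted p 0.391 for HSPB1 and 0.279 for MAPKAPK3). MAPKAPK3 was lower in knockout under JQ1 (-0.36, adjusted p 0.0162), a call lost without knockout JQ1 replicate 1 (0.0511), knockout JQ1 replicate 2 (0.0623) or wild-type JQ1 replicate 2 (0.0905), and when only the groups compared were fitted (0.0925). BRD2 rose with JQ1 by 0.24 (adjusted p 0.0204) and 0.33 (adjusted p 0.00296); the wild-type call was lost with library totals only and without wild-type DMSO replicate 2 (0.0743), wild-type JQ1 replicate 1 (0.0691) or wild-type JQ1 replicate 2 (0.0515). MAPKAPK2 rose with JQ1 in wild type by 0.39 (adjusted p 0.00109) and not past the threshold in knockout (0.22, adjusted p 0.0724), with an interaction of -0.17 (adjusted p 0.744). BRD3, MAPK14 and MAPKAPK5 passed in none of the 5 contrasts.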

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

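The difference between the genotypes in the JQ1 response was tested as an interaction, and 29 genes passed. The test with GC and length offsets, specified again after a first version had been run, and the full draw of splits were chosen after a first result was seen, and the 29 genes themselves were known before any test of them was set. The interaction was drawn to attention because the difference itself passed a test: in the named genes the log2 difference was 1.64 for LINC01297, 1.24 for TMEM178B, 1.10 for AC245060.5, -2.06 for VAV3, -1.81 for PCDH15 and -1.58 for GAS6-AS1.

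Exchanging the genotype labels within each treatment gave as many genes in 2 of 100 splits drawn from the 200 possible, the real one included, and the other of these splits gave 30 genes; the first 60 drawn also held 2. Such splits mix the genotypes, so the genotype difference enters their spread between replicates or their own interaction, and these counts do not weigh for or against chance. The authors' gene-specific factors as offsets left 27 of the 29 genes past the threshold, and offsets for GC content and transcript length left 29, so neither is likely to be the whole cause. The depths of the groups overlapped, and scaling by library totals gave 24 genes, 23 of the 29 among them. Knockout JQ1 replicate 3 differed from its replicates by a chi-square per degree of freedom of 27.9 and 29.5. Without it 88 genes passed, 28 of the 29 among them, while without each of the other 11 libraries between 8 and 33 passed. Reads shared with near copies or overlapping genes stay open and untested, since the counting rules are not stated. The biological explanation that the design offers, a response to JQ1 that depends on MAPKAPK2, also stays open. It cannot be separated from other differences between the edited and unedited cells, such as the lower expression on chromosome 1. Of the 29 genes 0 lie in that segment, which says little because it holds 1.38% of the tested genes.

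VAV3 and PCDH15 were higher in knockout DMSO than in wild-type DMSO (log2 fold change 1.83 and 1.28) and did not differ past the threshold in JQ1. GAS6-AS1 did not differ past the threshold in DMSO and was lower in knockout JQ1 (-1.19). LINC01297 went from 130 ± 3.90 to 377 ± 116 CPM in knockout and was at 34.5 ± 3.77 and 32.1 ± 4.87 CPM in wild type (SD, n = 3). TMEM178B and AC245060.5 were lower in knockout DMSO than in wild-type DMSO and rose with JQ1 in knockout; in wild type TMEM178B did not pass the threshold and AC245060.5 fell.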

How the results depend on the processing

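The authors' factors, the GC and length offsets, the fits without distal genes, the separate controls and the smaller prior count were added after the data had been seen, and of the tests with other splits those of the interaction were extended from 60 to 100 splits after a first result. The planned scaling by the authors' size factors per sample was not run, because their factors differ between genes; those factors served as offsets in its place. The first GC and length offsets also moved the level of each library. They were specified again, with centred trends from genes above 1 log2 CPM, after that result had been seen, and both are given.

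MAPKAPK2 kept its direction and its call in both treatments in all 23 alternatives. The AU-rich list in the knockout kept its call in 23. Of 62 results for single named genes, 49 kept their call throughout, 13 changed in some alternative and 0 changed sign. Of 1403 such fits, 51 lost the call and 8 gained it. For the interaction genes picked by the naming rule, that rule had already required the sign to hold with each library left out.

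Requiring an adjusted p under 0.01 left 4781 genes for JQ1 in wild type, 926 for the knockout in DMSO, 965 for it in JQ1 and 6 for the interaction. Requiring an absolute log2 fold change of 1 left 1413, 1609, 425, 449 and 13 genes in the 5 contrasts. These counts fall by construction. For the results that follow the cause was not tested. The GC and length offsets gave 2877 knockout genes in DMSO, 3084 in JQ1 and 169 interaction genes, and their first version 3549, 3331 and 162. Fitting only the groups compared gave 2619 in DMSO and 922 in JQ1. The interaction had 236 genes without a low-count filter and 154 with DESeq2, with 29 and 27 of the 29 among them.

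The similarity of the JQ1 responses was 0.526 with no filter, 0.841 with at least 10 counts in every sample, 0.909 at a mean of at least 5 CPM, 0.670 with DESeq2, 0.793 with only the groups compared, 0.700 by Spearman's rho and 0.661 with the smaller prior count of the tests. The relative size by ordinary least squares was 0.959. The correlation of the knockout and JQ1 effects was 0.428 with no filter, 0.166 with at least 10 counts, 0.216 with only the groups compared, 0.110 at 5 CPM and 0.0915 with separate controls.

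With camera's estimated correlation, the adjusted p in wild-type JQ1 was 0.0934 for the BET list, 0.420 for MAPK output and 0.0934 for the transcription cycle. The last was also 0.0979 with library totals and 0.0880 with at least 10 counts, where the AU-rich list changed direction (0.742). MAPK output in the knockout passed with library totals (0.0226), no filter (0.0457), at least 10 counts (0.0449), GC and length offsets (0.00564), their first version (0.0295) and only the groups compared (0.0193). In the interaction the BET list passed with no filter (0.0199), the authors' factors (0.0433) and the first GC version (0.0295), and MAPK output with library totals (0.0332), at least 10 counts (0.0368), the GC and length offsets (0.00433) and their first version (0.00434).

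Leaving out each of the 12 libraries in turn gave from 1092 to 2650 knockout genes in DMSO, from 1223 to 2331 in JQ1 and from 8 to 88 interaction genes. The highest values came without knockout JQ1 replicate 3. The similarity ran from 0.678 to 0.705, below the value with all libraries, the relative size from 1.03 to 1.22 and the correlation with the JQ1 effect from 0.245 to 0.352. Adjusted p-values ran from 0.676 to 0.977 for the BET list in the knockout, whose direction changed without knockout DMSO replicate 3 (0.961) or wild-type DMSO replicate 2 (0.977). They ran from 0.0135 to 0.249 for MAPK output in the knockout, from 0.0135 to 0.317 for the BET list in the interaction and from 0.0178 to 0.363 for MAPK output there.

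The replicate numbers do not pair the samples: the 18 correlations of deviations between same-numbered libraries ran from -0.115 to 0.0786. With the replicate number as a block, 6789, 7136, 1487, 1569 and 21 genes passed in the 5 contrasts.

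Other splits of the samples, refitted on the groups compared, were set beside the same results. In each pairwise contrast 1 of 10 splits, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. The other splits mix the groups compared, so a real difference widens their spread between replicates and keeps their number of genes low. The pairwise splits therefore do not weigh for or against chance. For JQ1 in wild type, 1, 1, 9 and 2 of the 10 splits gave a camera p as small for the BET, MAPK output, AU-rich and transcription cycle lists; for the knockout in DMSO these were 5, 1, 1 and 2. In the interaction they were 13, 8, 73 and 28 of 100, and 2 of the 100 gave as many genes; these splits mix the genotypes and carry the genotype difference, so they decide nothing about the interaction.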

Other observations

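The tests on loss of a chromosome copy, drift between cultures, neighbouring runs, GC and length, LAMP2 and CUL4B, and mixed cells were chosen after the results, or close forms of them, had been seen. The genes and regions named here were also chosen after their values were seen.

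Genes of chromosome 1 distal to MAPKAPK2 were lower in the knockout as a block. Of 13246 genes placed by order, 179 were distal; 97.2% of them were lower in DMSO and 93.9% in JQ1, against 45.0% and 50.2% on the other chromosomes. Their median was -0.39 in DMSO and -0.42 in JQ1. In DMSO, where this was tested, none of 8000 runs of as many neighbouring genes on other chromosomes lay as far from 0 (0 runs). The farthest reached 0.09. These runs overlap, each shifted by a single gene, and so are not separate tests. Shorter blocks do not show in runs of this length: the window MYBBP1A to DHX33 on chromosome 17 had a median of 0.48 in DMSO. A distal score per library averaged -0.42 ± 0.03 in knockout DMSO and -0.42 ± 0.05 in knockout JQ1 (SD, n = 3 each), and all 6 knockout libraries lay below all 6 wild-type libraries (two-sided exact permutation p 0.00216 for 6 against 6). JQ1 itself moved the distal genes by a median of -0.04 in wild type and -0.05 in knockout.

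Technical explanations were weighed against this block. In DMSO, with GC and length offsets, the distal median stayed -0.42 from that of the other chromosomes, and with the authors' gene-specific factors it was also -0.42, which argues against either trend as the whole cause. Scaling by a single factor per library moves all genes alike and is no test. A candidate explanation is loss of a copy of the distal segment after cutting at MAPKAPK2. It predicted a step at the gene, yet the best step lay 25 genes to the proximal side in DMSO and 32 in JQ1, and per library it lay 25, 25, 0, 32, 32 and 32 genes away. The nearest 10 genes had medians of -0.04 and -0.06 on the proximal side and of -0.57 and -0.61 on the distal side. Over the nearest 25 genes the proximal medians were -0.20 and -0.23 and the distal ones -0.51 and -0.51. No DNA was measured, so copy loss cannot be told apart from a change of expression without one. Drift of the edited line unrelated to the loss of the kinase also stays open, because the 6 knockout libraries come from edited cells and the 6 others do not.

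Among 518 windows of 25 genes, 9 had medians beyond 0.25 in both treatments. Of these, 6 were on chromosome 1 within the distal block. The others were higher in the knockout: VEGFC to UFSP2 on chromosome 4 (0.32 and 0.28), and MYBBP1A to DHX33 (0.48 and 0.45) and DERL2 to TMEM256 (0.38 and 0.38) on chromosome 17. No explanation was tested for them.

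LAMP2 and CUL4B, neighbours on chromosome X, kept 14.3% and 15.7% of the wild-type level in knockout DMSO and 11.5% and 11.3% in knockout JQ1. Neighbouring pairs that both fell by 2 or more on the log2 scale were counted without the GAGE family, neighbours with identical counts, MAPKAPK2 and the distal genes. This was the 1 such pair in DMSO, and 5.23% of 10000 shuffled gene orders gave as many, so chance adjacency may account for it there. In JQ1 there were 2 pairs, the other being ZNF208 and AC003973.3, and 0.36% of the shuffles gave as many. The exclusions were set after a first run that counted more pairs.

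MAPKAPK2 reads remained in the knockout at 13.9% of the wild-type level in DMSO and 12.3% in JQ1. Wild-type cells mixed into the knockout cultures could leave such reads, but would leave at least that share of other genes. VAT1L kept 4.59% ± 0.740 in DMSO and 5.44% ± 0.463 in JQ1 (SD, n = 3), and counting VAT1L, 4 and 2 genes fell below 0.5 of the MAPKAPK2 share. The limit for these genes was lowered from 20 to 5 CPM, with the GAGE family left out, after VAT1L alone had passed the stricter limit. Wild-type cells at the full share needed are thus unlikely; reads from an edited transcript that is still made were not tested.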
